A study of Homo sapiens with 8 samples. Its data were reported in "Long noncoding RNA GAS5 inhibits progression of colorectal cancer by interacting with and triggering YAP phosphorylation and degradation and is negatively regulated by the m6A reader YTHDF3" (2019).

How the data were processed

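HCT116 cells were transfected with siRNA using the jetPRIME kit. Total RNA was fragmented and m6A-containing fragments were precipitated with an m6A antibody (Magna MeRIP m6A kit), and input and precipitated RNA were sequenced on an Illumina NovaSeq instrument. Groups and replicate numbers were taken from the sample titles, which gave NC input, NC IP, si-YTHDF3 input and si-YTHDF3 IP with 2 libraries each. The submitters' processing notes name the build GRCh38. The aligner, the quantifier, the peak caller and the authors' tests are not given in the sources used here.

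The authors deposited FPKM per Ensembl transcript for each of the 4 input libraries, normalized to transcript length and to the mapped fragments of the library. The deposited fold is the ratio of the group means of these FPKM, and the deposited log2 fold change is its binary logarithm, infinite where a group is at 0. The authors also deposited a p-value and a q-value per transcript from their own comparison. For each differential m6A peak the authors deposited a fold enrichment of IP over input, a log2 change of enrichment between si-YTHDF3 and NC, and the log10 of the p-value and of the false discovery rate of that change. Other deposited columns of the authors' peak list gave the position, strand, blocks, annotated gene and transcript, region and the log10 p-value of the peak itself. Peaks were given for both conditions together, and no per-library IP values were used here. The direction of the peak changes was taken from the name of the comparison, treated against NC, and could not be checked against library values. The list analysed here holds chromosome 1 only, nearly all in plus-strand genes, and may be part of a longer list. Build GRCh38 was used throughout and no genome sequence was used, so motifs and GC content were not examined. Transcript names, gene names and coordinates are those of the deposited tables.

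FPKM do not keep the number of reads, so read depth is unknown and no counting interval or detection floor is given. FPKM are not counts, and no count model was fitted. The FPKM of all transcripts of a gene were summed, which avoids the division of reads among isoforms but weights short and long transcripts differently. The biotype of a gene is that of its transcript with the highest mean FPKM. Genes and transcripts with a mean of at least 1 FPKM over the 4 libraries were tested on log2(FPKM + 1) with limma 3.58.1 (lmFit and eBayes with a mean trend) in R 4.3.3, with no covariate and Benjamini-Hochberg adjustment at 0.05. The study states a threshold of 2-fold at an unadjusted p under 0.05, and counts at that threshold are given beside the adjusted ones. The figures were drawn with matplotlib 3.10.9.

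Lists of 24 gene groups with 594 entries were fixed in advance and cover m6A writers, m6A readers and erasers, YAP/TEAD targets, the Hippo pathway core, snoRNA host lncRNAs, stress, p53, interferon, cell cycle, Wnt, metabolic, unfolded protein, epithelial, mesenchymal, fibroblast, leukocyte, translation, mRNA decay, mitochondrial, histone, ribosomal and immediate early genes. They were tested with camera at a preset correlation of 0.01 and at an estimated correlation, and with fry, each adjusted over the 23 lists that could be tested. The expression of genes with a listed peak was compared with 10000 random lists matched in 20 bins of mean FPKM. Correlations across peaks used 100000 permutations.

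The genes named in the text follow a rule fixed in advance. YTHDF3, GAS5, YAP1, CTGF and CYR61 were always named. The rule adds 12 genes per direction with the largest log2 fold change among those past the adjusted threshold, or among those at an unadjusted p under 0.05 and 2-fold where fewer than 5 pass. Such a gene has both libraries of a group above both of the other, at least 5 FPKM in the higher group and a protein-coding, lincRNA, antisense or processed-transcript biotype. It further adds up to 4 members of each list with the largest absolute log2 fold change, 6 transcripts per direction with at least 5 FPKM in the higher group, and 8 peaks per direction. A few items that the rule names are not reported here. The alternatives in the closing section were recomputed for every gene that the rule names, including list members whose values are not printed.

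The limma test was run on simulated data, with 200 of the real genes changed by 2-fold or 4-fold in each of 10 simulations. The model of the spread was replaced after its first run had been seen. In the first model each gene kept limma's shrunken spread, and 83.8% of 2-fold and 98.8% of 4-fold genes were recovered at the adjusted threshold, with 17.5 false calls on average and 24.5 at an unadjusted p under 0.05 with 2-fold. In the model kept, the true spread was drawn from the prior that limma fitted, which allows genes with a large spread, and 21.4% and 87.9% were recovered with 5.2 and 53.3 false calls. The kept model was chosen because the shrunken values understate the largest spreads, and both models recovered 0% of changed transcripts at the adjusted threshold. The list tests and the correlation were also tested on simulated data.

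Alternatives covered the pseudocount, the filter on low values, scaling to a common sum, median-ratio scaling, quantile normalization, the replicate number as a block, robust variance, a minimum transcript length of 200 nt, protein-coding genes only, the correlation used for lists, stricter peak thresholds and leaving out each library. A crossed pairing, length-weighted sums (FPKM times length), matching on length a plus-strand chromosome 1 background and the estimated correlation without each library were added after seeing the data.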

Results

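HCT116 is a human colorectal cancer cell line. Cells were transfected with an siRNA against YTHDF3, a cytoplasmic reader protein of N6-methyladenosine (m6A) in RNA, or with a negative control siRNA (NC). For each condition the series held 2 input RNA libraries and 2 libraries of RNA precipitated with an m6A antibody (MeRIP), 8 libraries in 4 groups. Expression values were given for the 4 input libraries as FPKM (fragments per kilobase of transcript, scaled to the mapped fragments of the library) of 134605 transcripts of 33711 genes. The m6A data were given as 1 list of differential peaks, with no value per library. The FPKM summed to 371121 and 371305 in the NC libraries and to 375087 and 383303 in the si-YTHDF3 libraries, and 14357 to 14483 genes reached 1 FPKM in a library. The number of reads behind these values is unknown, because FPKM do not keep it. Values are given as mean ± SD over the 2 libraries of a group (n = 2), and log2 fold changes are si-YTHDF3 over NC on the log2(FPKM + 1) scale, which understates the change of genes with low values. The labels do not say that the libraries came from separate cultures. The study lists different siRNAs against YTHDF3 under the names that the si-YTHDF3 libraries carry, so these libraries may differ in siRNA, which the labels do not settle. The p-values therefore measure only the spread between these libraries, which may be technical and may include a difference between siRNAs.

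The first comparison asked whether the targeted transcript was lower in the knockdown libraries. YTHDF3 (chromosome 8, 63168553 to 63212786, plus strand, GRCh38) had 25.9 and 11.96 FPKM in the NC libraries and 2.53 and 3.25 FPKM in the si-YTHDF3 libraries. The group values were 18.9 ± 9.85 and 2.89 ± 0.508 FPKM (SD, n = 2), a log2 fold change of -2.27 with an SE of 0.350 and a 95% interval of -3.14 to -1.40. Both si-YTHDF3 libraries lay below both NC libraries. The limma adjusted p was 0.135, above the threshold, and the NC libraries differed more from each other than the si-YTHDF3 libraries did. The log2 fold change was -1.74 without NC replicate 1 and -2.80 without NC replicate 2. It was -2.14 without si-YTHDF3 replicate 1 and -2.40 without si-YTHDF3 replicate 2. With a library left out the fit takes its spread from the other group alone, so its p-value does not judge the knockdown. In NC replicate 1 most of the YTHDF3 value came from a single protein-coding transcript (ENST00000621413), at 21.7 FPKM there and 0.320 FPKM in NC replicate 2.

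The study followed the lncRNA GAS5, a host gene of small nucleolar RNAs, and the transcriptional co-activator YAP1 with its targets CTGF and CYR61. GAS5 (chromosome 1, 173863900 to 173868882, minus strand) had 116.6 ± 9.57 FPKM in NC and 118.1 ± 4.07 FPKM in si-YTHDF3 libraries (SD, n = 2). Its fold was 1.01, with a 95% interval of 0.821 to 1.25, a limma adjusted p of 0.954 and a sign that depended on the scaling. In the authors' deposited table, 0 of the 29 GAS5 transcripts and 0 of the 16 YTHDF3 transcripts had a p-value under 0.05. YAP1 had 30.4 ± 3.56 and 27.2 ± 1.94 FPKM, a log2 fold change of -0.15 (adjusted p = 0.648) that ranged from -0.26 to -0.032 without single libraries. CTGF had 2.16 ± 0.241 and 1.28 ± 0.210 FPKM and CYR61 had 4.36 ± 0.308 and 6.46 ± 0.721 FPKM, with log2 fold changes of -0.47 and 0.48. Their libraries did not overlap between groups, but the adjusted p was 0.298 for CTGF and 0.279 for CYR61. With a pseudocount of 0.1 CTGF moved to -0.72.

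**Figure D1:**
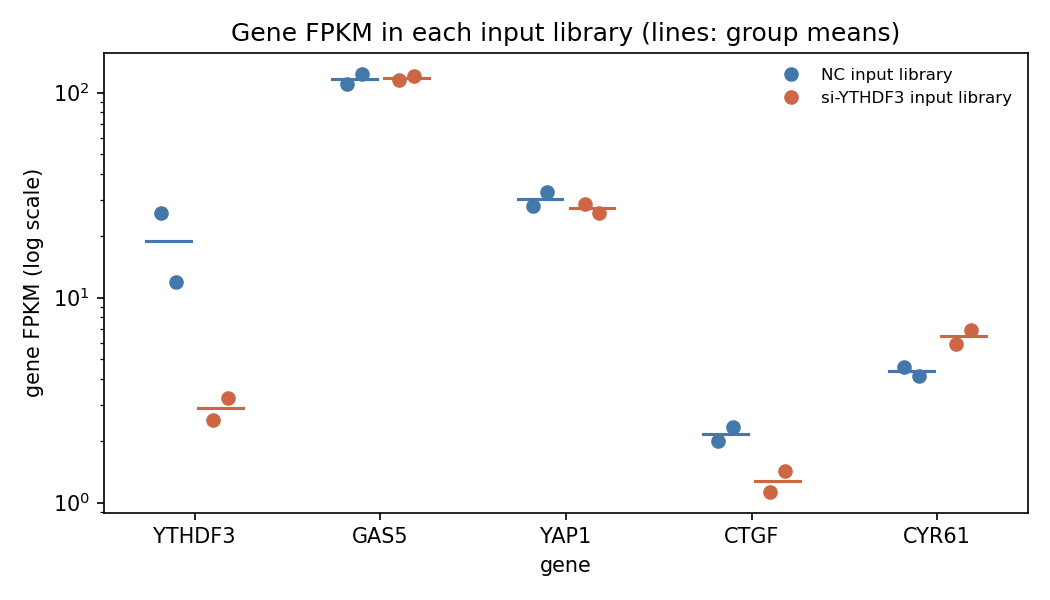
Gene FPKM on a log scale in each of the 4 input libraries for YTHDF3, GAS5, YAP1, CTGF and CYR61, with a point per library and a line at each group mean. The YTHDF3 points lie at 25.9 and 11.96 FPKM in NC and at 2.53 and 3.25 FPKM in si-YTHDF3, while the GAS5 points of both groups lie together.

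The next comparison asked which genes differed between si-YTHDF3 and NC input RNA. Of 14457 genes tested, 4 rose after YTHDF3 knockdown at a limma adjusted p under 0.05 and 0 fell. NIPSNAP1, which encodes a mitochondrial protein (chromosome 22, 29554808 to 29581337), rose from 17.4 ± 0.339 to 83.4 ± 1.30 FPKM (SD, n = 2), a log2 fold change of 2.20 (SE 0.119, adjusted p = 0.0153). The non-coding gene AC018521.1 on chromosome 17 rose from 0.811 ± 0.0725 to 17.7 ± 1.40 FPKM (log2 fold change 3.37, adjusted p = 0.0118). That rise lay in a single transcript (ENST00000641877), listed at 0 in both NC libraries and at 16.2 and 18.4 FPKM in si-YTHDF3. The call is therefore uncertain, since it depends on the reads assigned to that transcript. The pseudogenes RPSAP14 and AC006001.4 rose from 0.0141 to 6.84 FPKM and from 0.0615 to 13.0 FPKM (adjusted p = 0.0153 and 0.0187). They lie outside the rule for named genes and were chosen after their values were seen, and their values are uncertain because a pseudogene can share reads with its parent gene. None of the 4 genes passed with no filter on low values or with the crossed pairing, and 3 passed with a filter at 5 FPKM. All 4 passed with a pseudocount of 0.1, with each other scaling and with length-weighted sums. Without si-YTHDF3 replicate 1 and without si-YTHDF3 replicate 2, the log2 fold change was 2.18 and 2.22 for NIPSNAP1 and 3.44 and 3.29 for AC018521.1. With a library left out the fit takes its spread from the other group alone, so its calls are not evidence of more or fewer changes.

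At an unadjusted p under 0.05, 1199 genes were higher and 944 lower, and 63 and 51 of them differed by at least 2-fold. The libraries of both groups were fully apart for 48.98% of genes, against 33.33% by chance. On simulated data with the spread of these libraries, the adjusted test recovered 21.4% of genes changed by 2-fold and 87.9% of genes changed by 4-fold. Another model of the spread gave 83.8% and 98.8%, with 17.5 unchanged genes called on average, against 5.2. At the unadjusted threshold with 2-fold the test called 53.3 unchanged genes on average, and 24.5 with that other model. Fewer than 5 genes passed in a direction, so the genes named next were taken at the unadjusted threshold, and apart from NIPSNAP1 and AC018521.1 they did not pass the adjusted one.

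Among the genes with higher values in the si-YTHDF3 libraries, AKT1, a kinase of growth factor signalling (chromosome 14, 104769349 to 104795751), had 29.8 ± 5.73 FPKM in NC and 103.3 ± 11.5 FPKM in si-YTHDF3 (SD, n = 2). GANAB, a glucosidase subunit of the endoplasmic reticulum, had 64.9 ± 8.54 and 182.8 ± 15.5 FPKM. TOMM22, a receptor of the mitochondrial import complex, had 15.6 ± 0.872 and 45.2 ± 1.36 FPKM, and C11orf57 had 8.11 ± 1.60 and 38.6 ± 6.56 FPKM. The log2 fold changes of AKT1, GANAB, TOMM22 and C11orf57 were 1.77, 1.48, 1.48 and 2.12, with limma adjusted p of 0.0670, 0.0670, 0.0656 and 0.0656. When the transcripts of a gene were weighted by length, a setting chosen after seeing the data, the log2 fold changes of AKT1, C11orf57 and ADPRHL1 were 0.85, 1.14 and 1.02, while GANAB, TOMM22 and HABP4 passed the adjusted threshold (limma adjusted p = 0.0394 each). With a filter at 5 FPKM those 3 and AKT1, C11orf57, RGS19 and AC005154.6 passed it (adjusted p = 0.0493 each). ADPRHL1, RGS19, TRIOBP and HABP4 had log2 fold changes of 1.63, 1.54, 1.47 and 1.39 in the FPKM sums. The NC libraries of ADPRHL1 had 3.64 and 0.936 FPKM and those of TRIOBP 46.4 and 21.9 FPKM, and without NC replicate 2 the log2 fold changes were 1.00 and 0.94. The entry AC005154.6 was listed at 0 in both NC libraries and at 24.8 and 10.1 FPKM in the si-YTHDF3 libraries. AC004080.3 had 1.56 and 1.70 FPKM in NC and 35.1 and 3.47 FPKM in si-YTHDF3, so that 1 library set its mean.

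Among the genes with lower values, CBLL1, an E3 ubiquitin ligase that is part of the m6A writer complex (chromosome 7, 107743697 to 107761667), had 18.7 ± 0.0577 FPKM in NC and 6.28 ± 1.47 FPKM in si-YTHDF3 (SD, n = 2; log2 fold change -1.45, limma adjusted p = 0.114). TOMM6, a small subunit of the mitochondrial import complex, had 9.88 ± 0.286 and 2.65 ± 0.156 FPKM (adjusted p = 0.0656). The small GTPase RALB had 38.3 ± 2.17 and 11.7 ± 6.39 FPKM, the phosphatase DUSP3 10.2 ± 0.936 and 3.49 ± 0.0134 FPKM, and the stress-response gene GADD45B 14.5 ± 6.92 and 5.03 ± 0.856 FPKM. NUDT4, ADNP, RBAK and C21orf91 had log2 fold changes of -1.36, -1.35, -1.28 and -1.27. PRR5-ARHGAP8, a read-through gene that shares exons with PRR5 and ARHGAP8 and is therefore uncertain, had -1.56, with 1.56 and 6.26 FPKM in the si-YTHDF3 libraries and -0.80 without si-YTHDF3 replicate 1. GADD45B moved from -1.29 to -0.82 without NC replicate 2. With length weighting DUSP3 moved from -1.32 to -2.04, and DUSP3, NUDT4 and C21orf91 passed the adjusted threshold (limma adjusted p = 0.0394, 0.0394 and 0.0495). With the filter at 5 FPKM TOMM6 and NUDT4 passed it (adjusted p = 0.0493 and 0.0499).

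At the transcript level, 38284 transcripts were tested and limma called 0 higher and 0 lower after Benjamini-Hochberg adjustment. At an unadjusted p under 0.05, 1525 were higher and 1234 lower, of which 851 and 725 differed by at least 2-fold. On simulated data the adjusted test recovered 0% of transcripts changed by 2-fold or 4-fold, and the unadjusted threshold called 1163.1 unchanged transcripts on average, so a count of 0 carries little information here. The EIF4G1 transcript ENST00000444861 (chromosome 3, 184319199 to 184325021) had 0.0206 ± 0.0144 FPKM in NC and 170.3 ± 28.2 FPKM in si-YTHDF3 (SD, n = 2; adjusted p = 0.0869). Another EIF4G1 transcript, ENST00000411531, had 41.7 and 30.8 FPKM in NC and was listed at 0 in both si-YTHDF3 libraries. The sum over all EIF4G1 transcripts had a log2 fold change of 0.24. NSRP1 likewise had a transcript at 0.169 and 39.1 FPKM and another at 53.2 FPKM in NC that was listed at 0 in si-YTHDF3. CTSB, HNRNPC, AP005202.1 and DNAJB1 each had a transcript near or at 0 in NC and at 73.5, 64.5, 59.8 and 57.7 FPKM in si-YTHDF3. EEF1D, RAB13, CD9 and SLC4A2 each had a transcript at 75.9, 54.1, 40.6 and 47.2 FPKM in NC and near or at 0 in si-YTHDF3. At the level of the gene, the log2 fold changes of CTSB, HNRNPC, DNAJB1, EEF1D and CD9 were 0.14, -0.05, 0.07, 0.16 and -0.05. Those of NSRP1, RAB13 and SLC4A2 were -0.59, -0.91 and -0.44. The gene AP005202.1 had 3.81, with 112.2 and 0.410 FPKM in the NC libraries, so that NC replicate 2 set its value.

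In the authors' deposited table, 1028 transcripts were higher and 820 lower at a p-value under 0.05 and over 2-fold. Of these, 403 had an infinite fold because a group was listed at 0. At a deposited q-value under 0.05 there were 428 higher and 279 lower transcripts, and the 403 with an infinite fold made up 57.0% of them. Of the 1848 transcripts at the p-value threshold, 1207 reached a mean of 1 FPKM, and 818 of the 1576 transcripts found with limma at an unadjusted p and 2-fold were among them. Transcripts listed at 0 in both libraries of a group and at 1 FPKM or more in both of the other numbered 231, with 153 at 0 in NC and 78 at 0 in si-YTHDF3. The median absolute log2 fold change of their genes, taken once per transcript, was 0.25. For 10 of the 230 transcripts whose gene could be tested, the gene differed by at least 2-fold. A split of the libraries that mixed NC and si-YTHDF3 gave 199 transcripts at 0 by the same rule, so a transcript at 0 need not reflect the knockdown.

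Gene lists fixed in advance were then compared between si-YTHDF3 and NC. Of 40 genes of the G2 and M phases of the cell cycle, 31 were lower and 9 higher, with a median log2 fold change of -0.23 (camera adjusted p = 2.7e-04). That call assumes a correlation of 0.01 between genes and was lost with an estimated correlation (adjusted p = 0.693). AURKA, a mitotic kinase, had 45.9 ± 0.684 FPKM in NC and 26.6 ± 12.2 FPKM in si-YTHDF3, CDK1 had 54.5 ± 6.77 and 37.4 ± 0.613 FPKM, CENPE had 24.7 ± 1.36 and 16.8 ± 3.72 FPKM, and CDC25C had 17.6 ± 0.344 and 12.1 ± 1.84 FPKM (SD, n = 2). The log2 fold change of AURKA, -0.84, was -0.37 without si-YTHDF3 replicate 1 and -1.31 without si-YTHDF3 replicate 2, and that of CENPE moved from -0.55 to -0.33 without si-YTHDF3 replicate 2. Of 25 cholesterol synthesis genes, 18 were lower and 7 higher, with a median of -0.16 (camera adjusted p = 0.0161), a call also lost with an estimated correlation (adjusted p = 0.693). INSIG1, a regulator of sterol sensing, had 28.3 ± 5.04 and 12.9 ± 3.40 FPKM, and MSMO1 had 38.1 ± 3.48 and 23.0 ± 1.33 FPKM. With an estimated correlation 0 of the 23 lists passed. That test has few residual degrees of freedom with 4 libraries, so a list could hardly pass it and its losses carry little information. The estimated correlation was 0.0790 for the G2 and M list. For the cholesterol list it was 0.0109, close to the preset 0.01, while the unadjusted camera p moved from 0.00140 to 0.0869. The cholesterol call was also lost without NC replicate 1 (adjusted p = 0.206) and without si-YTHDF3 replicate 1 (adjusted p = 0.0927). The lowest adjusted p of fry, which tests whether the genes of a list move one way on balance, was 0.226. Adjusted over the list alone, 0 genes of the G2 and M list and 2 lower genes of the cholesterol list passed, and over all genes tested 0 members of any list passed.

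**Figure D2:**
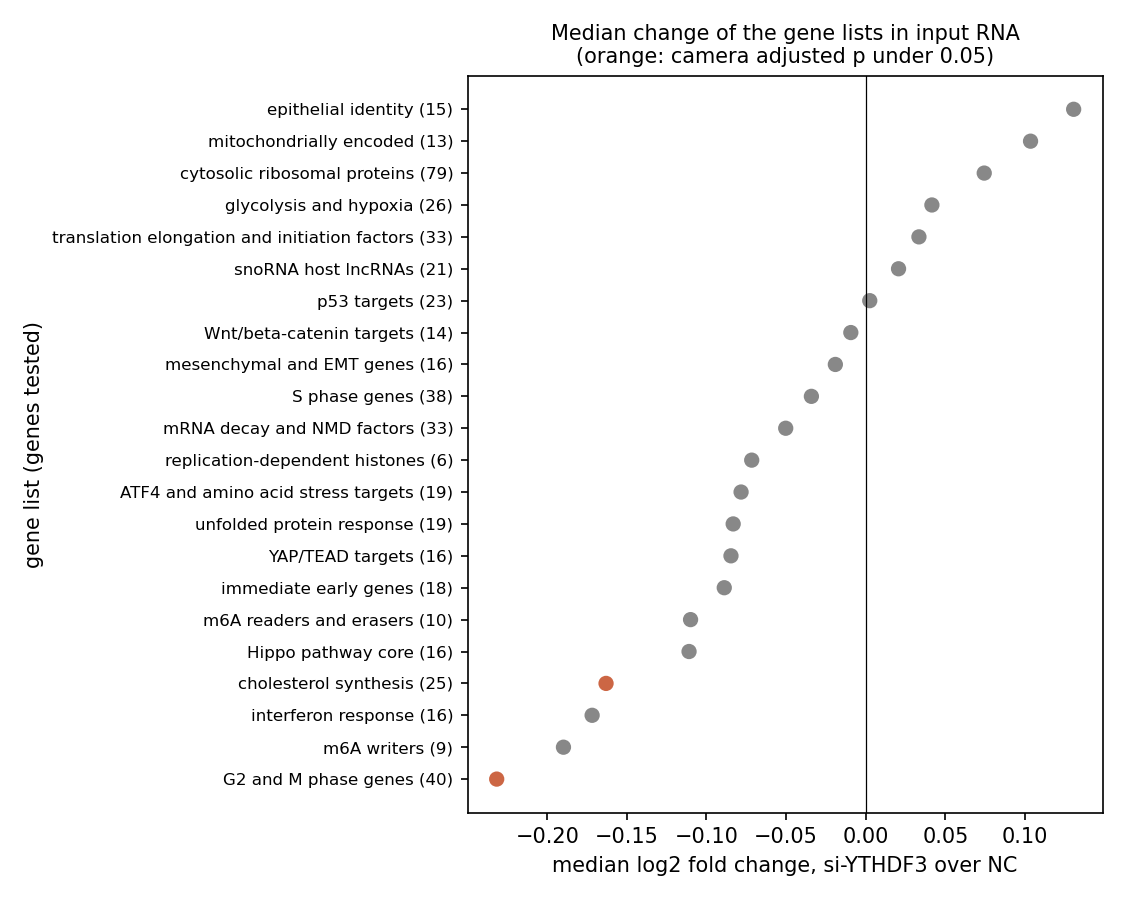
Median log2 fold change, si-YTHDF3 over NC, of each gene list with at least 5 tested genes, with the number of genes in brackets and a point per list. The orange points are the G2 and M phase genes at -0.23 and cholesterol synthesis at -0.16, whose camera adjusted p lay under 0.05 with the preset correlation only. The test with an estimated correlation has few residual degrees of freedom.

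The remaining lists were not called by camera, with adjusted p of 0.104 to 0.918. Adjustment over the list alone does not account for the number of lists searched, and 9 of the 24 lists had a member that passed it. Such passes are therefore weak. Of 9 m6A writers 6 were lower (median -0.19), and adjusted over the list alone CBLL1 passed as lower and RBM15B as higher, at 11.5 ± 1.15 and 17.7 ± 1.88 FPKM (SD, n = 2). Of 10 m6A readers and erasers 8 were lower (median -0.11). Adjusted over the list alone, the reader IGF2BP3 passed as lower, at 48.6 ± 0.818 and 25.2 ± 4.01 FPKM, and the demethylase FTO as higher, at 4.46 ± 1.19 and 11.6 ± 4.59 FPKM. With length weighting IGF2BP3 moved from -0.93 to -0.55. Of 16 YAP/TEAD targets 10 were lower (median -0.08), and PTPN14, ASAP1 and NT5E passed as lower over the list alone, with log2 fold changes of -0.77, -0.59 and -0.51. Of 16 genes of the Hippo pathway core 10 were lower (median -0.11) and 0 passed over the list alone. TEAD1 had -0.92, and -0.51 without si-YTHDF3 replicate 2. NF2 had 0.53, and with length weighting it turned to -0.45. Of 21 snoRNA host lncRNAs 13 were higher (median 0.02), and 0 passed over the list alone. Of 23 p53 targets 12 were higher (median 0.00251), and 5 passed as higher over the list alone, among them BTG2 at 12.5 ± 0.559 and 24.3 ± 0.501 FPKM and BBC3 at 9.10 ± 1.02 and 17.7 ± 0.143 FPKM. Of 14 Wnt/beta-catenin targets 7 were higher and 7 lower (median -0.01, mean 0.13), and CCND1, which encodes cyclin D1, passed as lower over the list alone, at 291.8 ± 0.952 and 163.1 ± 1.28 FPKM. Of 18 immediate early genes 10 were lower (median -0.09), and IER2 and DUSP5 passed as lower over the list alone, with -1.17 and -0.88. With length weighting IER2 also passed over all genes (limma adjusted p = 0.0481). Without si-YTHDF3 replicate 2 camera called this list lower (adjusted p = 0.0438). With an estimated correlation the adjusted p was 0.757 with all libraries and 0.848 without that one.

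The last comparison concerned m6A. The deposited list held 99 differential peaks in 90 genes, all on chromosome 1, and peaks elsewhere were not analysed here. The list may be part of a longer one, so its counts and tests describe the listed peaks only. The change in enrichment is the authors' value per peak, and no spread between libraries can be given for it. Its direction, si-YTHDF3 against NC, was taken from the name of the comparison and could not be checked against library values. The study's own accounts run both ways and do not settle it, since transcripts it grouped by change in RNA and in m6A were lower in m6A after knockdown, while GAS5 and total RNA were higher in m6A by other assays. Read that way, enrichment was higher in si-YTHDF3 at 21 peaks and lower at 78, with a median log2 change of -0.46 and a range of -1.92 to 1.22. With the direction turned, these counts and the order of the peaks would be exchanged. The deposited fold enrichment of the listed peaks, IP over input, had a median of 1.44, so many of these changes concern a small enrichment. By the deposited annotation, 49 peaks were labelled 3' UTR, 17 5' UTR and 33 another exon. Some peaks with a UTR label held many blocks, as in PLEKHM2 (3' UTR, 12 blocks) and UBAP2L (5' UTR, 9 blocks). The label therefore does not place the m6A within the UTR. A lincRNA was annotated at 2 peaks. None lay in GAS5 or CYR61, which says little for GAS5, a minus-strand gene, since 5 of the 99 peaks lay in minus-strand genes. The peaks with the lowest values lay in LRP8 (53289589 to 53289706, log2 change -1.92), RASAL2 (178477100 to 178477220, -1.87), SLC27A3 (153775340 to 153775400, -1.68) and INAVA (200914120 to 200914330, -1.66). FBXO6, IPO13, ATF6 and ZNF362 followed with -1.54, -1.53, -1.51 and -1.48. The highest values were those of TCEANC2 (54100629 to 54100809, 1.22), ATAD3B (1489927 to 1490106, in exon 4 of 5, 1.02) and the lincRNA AL390719.2 (1169865 to 1170343, 0.947). MAP7D1, VWA1, IPO9 and UFC1 had 0.826, 0.787, 0.55 and 0.501. TCEANC2 also had a listed peak with a lower value (54096674 to 54097034, -0.706), and UBAP2L and LMNA had listed peaks of both signs.

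**Figure D3:**
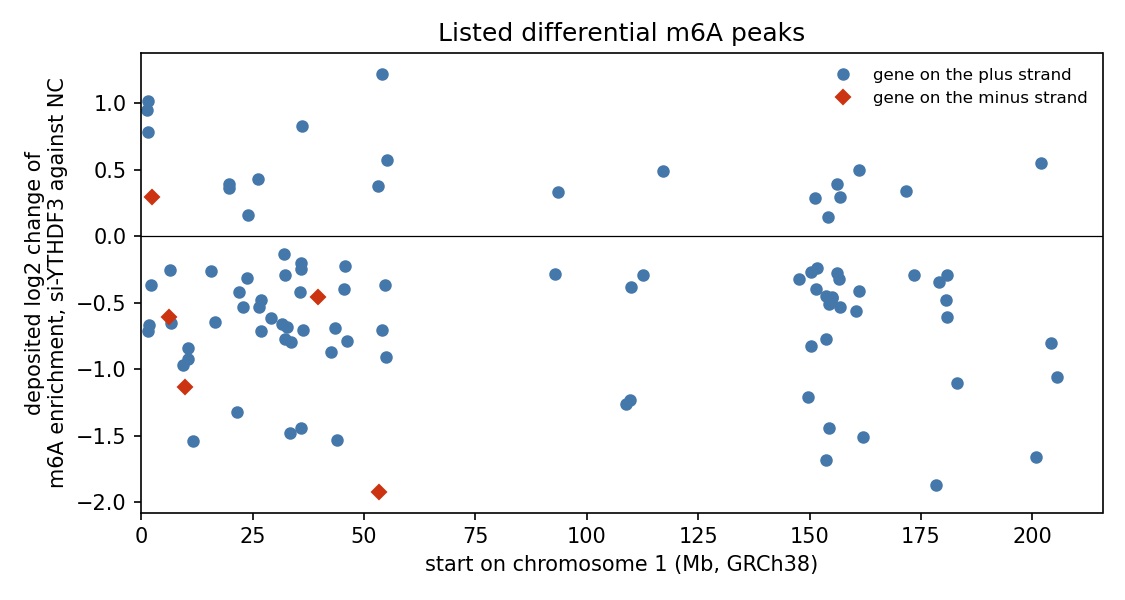
Deposited log2 change of m6A enrichment, si-YTHDF3 against NC by the name of the comparison, of the 99 listed peaks by start position on chromosome 1 (Mb, GRCh38), with a point per peak, circles for genes on the plus strand and diamonds for genes on the minus strand. Of the points, 78 lie below 0 and 21 above, and 5 are diamonds.

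Whether genes with a listed peak also differed in expression was tested against 10000 random gene lists matched on mean FPKM. Enrichment is taken as IP over input, so the peak changes and the expression changes both rest on input RNA. Higher input in si-YTHDF3 can lower the change in enrichment by arithmetic alone. Neither the shift nor the correlation that follows therefore compares independent measurements. The 90 genes had a median log2 fold change of 0.13 in input RNA, against 0.01 over all genes, and 64 of them were higher. The difference from the random lists was 0.12 (two-sided permutation p over gene lists = 6e-04). It was 0.0813 without NC replicate 2 and 0.0751 without si-YTHDF3 replicate 2. With camera the p was 7.5e-04 with the preset correlation and 0.265 with an estimated correlation, a test with few residual degrees of freedom. At an unadjusted p under 0.05, 16 of the genes were higher and 0 lower, and none passed the limma adjusted threshold or differed by 2-fold. Across the 99 peaks, the change in enrichment and the change in expression had a Spearman rho of 0.0899 (permutation p = 0.374, adjusted p = 0.749) and a Pearson r of 0.00613 (permutation p = 0.952), 2 relations in all, with genes that are not independent replicates. The sign of both rests on the same direction. In the authors' deposited table, 15 transcripts of the 90 genes passed a p-value under 0.05 and over 2-fold, 10 higher and 5 lower.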

Values the study reported

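For YTHDF3 knockdown, the study reported that 54 of 62 transcripts with differential m6A, nearly 90%, were up-regulated. GAS5 was named among them, at a fold change of at least 2 and a p-value under 0.05. Peaks were most frequent in exons, and lncRNAs held about 0.5% of the m6A modification. The peaks of GAS5 were placed in exons 8 and 9. By other assays, the study reported higher GAS5 by qRT-PCR and a longer GAS5 lifetime under actinomycin D when YTHDF3 was silenced. It also reported binding of YTHDF3 to GAS5 by RIP and RNA pull-down.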

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

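Most alternatives were fixed before the data were examined. The crossed pairing, the length-weighted sums, the matching on length, the plus-strand background and the estimated correlation without each library were chosen after the results were seen. Of 1984 values of 128 named genes and lists under the alternatives, 1883 kept their direction and their side of the threshold, 20 lost and 67 gained the call, and 14 changed direction. The cause of each change was not tested, except that a stricter filter leaves fewer genes and a left-out library leaves a group of 1, whose library is assumed by limma to vary like the other group. Read depth is unknown, so what it limits cannot be given.

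Genes called higher, 4 as reported, numbered 0 with no filter, 13 with a filter at 5 FPKM, 1 among protein-coding genes and 17 with length-weighted sums. Genes called lower, 0 as reported, numbered 2 with the filter at 5 FPKM and 7 with length-weighted sums. At an unadjusted p and 2-fold, 63 higher and 51 lower genes became 139 and 108 with a pseudocount of 0.1 and 96 and 96 after rescaling each library to a common sum, and the lower genes became 33 with the filter at 5 FPKM. The transcripts at that threshold became 258 higher and 229 lower with the filter at 5 FPKM. Without single libraries, the called genes ranged from 0 to 41 higher and from 0 to 26 lower, the genes at unadjusted p and 2-fold from 88 to 154 and from 87 to 100, and the transcripts from 1275 to 1518 and from 1124 to 1399. Lists called ranged from 1 to 3, against 2 as reported and 0 with an estimated correlation. The test with an estimated correlation has few residual degrees of freedom, 1 with a library left out, and carries little information. The deposited transcript calls fell from 1848 to 707 at the q-value and to 1207 at a mean of 1 FPKM, and transcripts listed at 0 fell from 231 to 51 at 5 FPKM. At an absolute log2 change of at least 1, 2 peaks were higher and 17 lower.

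The replicate numbers share only a number. The deviations of same-numbered libraries correlated at -0.12 across genes. With the replicate block, limma called 81 genes higher and 51 lower and 0 transcripts, and the YTHDF3 log2 fold change of -2.27 had an adjusted p of 3.1e-04. The crossed pairing called 0 genes and 0 transcripts. Both designs leave fewer residual degrees of freedom than the main fit, so their calls carry little weight. Without single libraries YTHDF3 ranged from -2.80 to -1.74. GAS5 changed sign, to -0.0099 after rescaling each library to a common sum, and ranged from -0.063 to 0.10 without single libraries.

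With length-weighted sums NF2 turned to -0.45. Other list members changed sign only when a library was left out, and 0 of them had passed a threshold. Their log2 fold changes ranged from -0.021 to 2.64 for CLDN4, from -0.95 to 0.053 for S100A4, from -0.29 to 0.083 for COL1A1, from -0.042 to 0.41 for CD68, from -0.11 to 0.10 for HLA-DRA, from -0.31 to 0.030 for MT-ATP8, from -0.017 to 0.27 for MT-ND3, from -0.081 to 0.33 for MT-ND4L, from -0.40 to 0.13 for HIST1H1E and from -0.21 to 0.036 for HIST1H1C.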

Other observations

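The tests of strand, of transcript length and of other splits for transcripts at 0, and the genes far apart within a group, were chosen only after the result was seen. The lists not described above had no camera call after adjustment. Of 19 targets of ATF4 and amino acid stress 11 were lower (median -0.08), and CHAC1, a glutathione-degrading enzyme, was lower when adjusted over the list alone, at 9.89 ± 2.95 FPKM in NC and 3.53 ± 0.498 FPKM in si-YTHDF3 (SD, n = 2). Of 19 unfolded protein response genes 13 were lower (median -0.08), and of 16 interferon response genes 14 were lower (median -0.17). Of 38 S phase genes 22 were lower (median -0.03), with CCNE2 at -0.56 and CLSPN at -0.60. Of 33 mRNA decay factors 19 were lower (median -0.05). Of 79 cytosolic ribosomal protein genes 60 were higher (median 0.07; camera adjusted p = 0.104, and 0.00429 as higher without si-YTHDF3 replicate 1). With an estimated correlation the adjusted p was 0.746 with all libraries and 0.847 without that one. RPL11 had 667.9 ± 14.8 and 973.1 ± 75.1 FPKM. Ribosomal protein transcripts are short, and across genes log2 fold change fell with transcript length (Spearman -0.20), with a median of 0.11 in the shortest twentieth of genes. Length also went with the difference of si-YTHDF3 replicate 1 minus replicate 2 (Spearman 0.13), but not with that of the NC libraries (-0.0022). Short transcripts were thus relatively higher in si-YTHDF3 replicate 2, the library that remains in the call without replicate 1. Of 33 translation factors 19 were higher (median 0.03), with EEF2 at 1360 ± 66.0 and 1742 ± 54.8 FPKM. Of 13 mitochondrially encoded genes 12 were higher (median 0.10), and of 26 glycolysis and hypoxia genes 16 were higher (median 0.04).

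Of 15 epithelial identity genes 10 were higher (median 0.13), and of 16 mesenchymal genes 8 were higher and 8 lower (median -0.02, mean 0.06). Adjusted over the list alone, ACTA2, TGFB1 and TPM2 of the mesenchymal list passed as higher, with log2 fold changes of 0.76, 0.63 and 0.62. The epithelial gene CLDN4 had 13.9 FPKM in si-YTHDF3 replicate 1 and 1.12 to 1.69 FPKM in the NC libraries, but 1.35 FPKM in si-YTHDF3 replicate 2. Of 6 replication-dependent histone genes 5 were lower (median -0.07, mean 0.00307). Of the markers of other cell types, 1 fibroblast gene reached the filter, COL1A1 at 13.9 ± 2.68 and 12.8 ± 1.28 FPKM (SD, n = 2), and 2 leukocyte genes did, CD68 and HLA-DRA, with log2 fold changes of 0.19 and -0.01.

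The first pattern is that of transcripts listed at 0 in a group, whose genes had a median absolute log2 fold change of 0.25. A candidate explanation is that reads were assigned to different isoforms of the gene in different libraries. In 182 of 230 cases (79.13%) the other isoforms of the gene moved against the transcript at 0. That follows wherever the gene changed by less than the transcript, so it does not tell this explanation from a true change of isoform use after knockdown, and both stay open. The 4 libraries allow 3 splits, too few for a share under 0.05, and 1 split, the real one, gave 231 such transcripts and the highest of the others 199. The other splits mix NC and si-YTHDF3 libraries, so transcripts at 0 also arise in numbers between libraries whatever the knockdown.

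The second pattern is the strand of the listed peaks, since 85 of the 90 genes (94.4%) lie on the plus strand. The expressed genes of chromosome 1 argue against a plain imbalance of the chromosome, with 49.35% on the plus strand (Fisher's exact p = 1.81e-21). A candidate explanation is that the listed peaks come from signal of the plus strand. Of the 5 peaks annotated to minus-strand genes, 5 overlapped a transcript on the plus strand, against 10 of 94 for the reverse (Fisher's exact p = 4.2e-05). The 5 were those of PEX10, RPL22, CTNNBIP1, PABPC4 and LRP8. No biological explanation was tested.

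The third pattern is the lower median of the G2 and M phase genes. Across genes, log2 fold change and transcript length had a Spearman correlation of -0.20, which may shift lists of long genes. Against lists matched on length and mean FPKM the G2 and M median still differed by -0.231 (permutation p over gene lists = 1e-04, the smallest that 10000 lists can give), which argues against the length trend as the whole cause. The median deviation of the list was 0.104 and 0.149 in the NC libraries and -0.0583 and -0.150 in the si-YTHDF3 libraries. The 3 splits are too few for a share under 0.05, and the real median was -0.23 and the highest absolute median of the others 0.11. An effect of the knockdown on the cell cycle and a difference between the cultures or libraries both stay open and were not tested. The camera call was lost with an estimated correlation (adjusted p = 0.693), a test with few residual degrees of freedom.

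Some abundant genes differed by at least 8-fold between the libraries of a group, with at least 20 FPKM in the higher. MYC had 181.4 and 6.06 FPKM in the NC libraries and 210.0 and 238.9 FPKM in the si-YTHDF3 libraries, so its log2 fold change of 2.65 rests on NC replicate 2. The read-through gene BLOC1S5-TXNDC5 had 96.5 and 0.549 FPKM in NC, and TXNDC5, which it overlaps, had 14.5 and 105.6 FPKM there. A short MALAT1 entry of 95 nt had 129.6 and 0.190 FPKM in NC. DAG1 had 8.08 and 75.0 FPKM in the si-YTHDF3 libraries.

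The GAS5 fold here was 1.01. That is lower than the value quoted from the study above. It is a gene-level sum over the input libraries of the MeRIP experiment, while the quoted value is a threshold. In the authors' deposited transcript comparison of these input libraries, 0 of the 29 GAS5 transcripts had a p-value under 0.05. The same held for 0 of the 16 transcripts of the targeted gene YTHDF3, so these p-values say little about GAS5. The most abundant, ENST00000422008 and ENST00000454068, had deposited log2 changes of -0.0143 and 0.109. By these changes, the step from gene to transcript level alone does not account for the gap in these libraries. The study also lists an lncRNA sequencing after YTHDF3 knockdown, apart from its MeRIP sequencing, which was not analysed here. The libraries behind the quoted value are therefore not known to be the same.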
